A study of Mus musculus with 28 samples. Its data were reported in "The PTPN2/PTPN1 inhibitor ABBV-CLS-484 unleashes potent anti-tumour immunity" (2023).

How the data were processed

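The series holds single-cell RNA sequencing of CD45+ cells selected from mouse tumours. B16, a melanoma line, and KPC, a pancreatic adenocarcinoma line, were grown under the skin of C57BL/6J mice, and tumours were collected on day 13. Mice were left on vehicle, treated with AC484 (ABBV-CLS-484, which blocks the catalytic site of PTPN2 and PTPN1, a pair of phosphatases), or treated with anti-PD-1 antibody. Mice with B16 tumours had also been given GVAX, a vaccine of irradiated tumour cells that secrete GM-CSF. Per the labels and the methods of the study, tumours were digested enzymatically and mechanically, leukocytes were enriched by density centrifugation, and CD45+ cells were selected with magnetic beads before droplet capture on the 10x Genomics platform. The labels name a 3′ chemistry in one place and a 5′ chemistry in another, and the study names a pair of 5′ kit versions without saying which library used which, so kit version is not used here. Each library came from 1 tumour, and the study describes 1 tumour per mouse, so libraries were treated as replicates.

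Groups were taken from the sample titles, because the source label reads melanoma for all 28 samples, those of KPC tumours included, while the titles and the cell line label name KPC. The files of B16 GVAX anti-PD-1 replicate 3 carry the number 4 where the title says 3, and the title was followed. The groups were B16 GVAX vehicle, B16 GVAX AC484 and B16 GVAX anti-PD-1 (4 libraries each), KPC vehicle (5), KPC AC484 (6) and KPC anti-PD-1 (5). The authors deposited raw UMI counts per gene and barcode for each library, as filtered matrices made with Cell Ranger 5.0.1 against mm10, per the labels. A UMI count is a count of distinct captured RNA molecules after removal of amplification copies. Such filtered matrices hold the barcodes that the authors' pipeline called as cells, with no later filter on cell quality. The feature lists of the 4 B16 GVAX anti-PD-1 libraries hold 32285 genes and those of all other libraries 31053. The lists share 30406 genes, and clustering and every comparison that involved the B16 GVAX anti-PD-1 libraries used shared genes. For that group, treatment and gene reference therefore coincide.

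Barcodes with at least 200 genes and at most 10% mitochondrial UMIs, the mitochondrial limit of the study, were kept. Doublets were scored per library by simulating 1 doublet per cell from random pairs of its cells, and the cells with the most simulated neighbours were removed at a rate of 0.8% per 1000 barcodes. Of 102584 barcodes, 87660 passed the mitochondrial limit, 2900 (2.83%) were removed as doublets and 84680 cells were kept. Libraries of fewer than 1000 barcodes were left out of comparisons, which removed KPC anti-PD-1 replicate 3 (509 barcodes). In the 27 libraries compared, 87198 barcodes passed the mitochondrial limit and 84221 cells were kept. The study left out a KPC anti-PD-1 tumour for low recovery without naming it.

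Cells of all libraries were clustered together in scanpy 1.11.5 (Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0). The 2000 genes with the highest median rank of Pearson residual variance within libraries were used, without mitochondrial, ribosomal, sex-linked and antigen receptor variable genes and without genes of the lists tested later, except 53 that are also cell type markers. Counts were scaled to 10000 per cell and log transformed, reduced to 40 principal components, joined to 20 nearest neighbours and clustered with leidenalg 0.10.2 at resolution 1, which gave 32 clusters. No batch correction was applied, whereas the study integrated its libraries, so class names are rebuilt here and shares can differ from those of the study for that reason. Clusters were named from 21 marker sets fixed before the data were examined, and names below stand for "-like" cells of each class. Of the clusters, 5 stayed unnamed: number 13 was led by Malat1 and Gm42418 with few UMIs, numbers 15, 20 and 26 mixed transcripts of different lineages, and number 27 mixed T, NK and innate lymphoid transcripts. Clusters 18 and 23 met the rule for CD4 T cells. However, markers of type 2 innate lymphoid cells (Il13, Il5, Gata3, Il1rl1) led cluster 18 beside Cd4 and Cd40lg. These clusters are therefore reported by number, with cluster 23 led by Foxp3, Ikzf2 and Ctla4 and called regulatory T.

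Shares were computed per library as percentages of named immune cells, and groups were compared with a two-sided exact permutation test on the difference of group means. The lymphoid to myeloid ratio was compared on the log2 scale. Adjusted p-values (Benjamini-Hochberg) were taken over 15 tests for this ratio, the CD8 T share and the NK share, and over 85 tests for the other classes. For both models together, labels were permuted within each model. The exact permutation test of a difference in AC484 effect between models exchanged labels over 32340 splits.

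For gene expression, UMI counts were summed per library and class (at least 20 cells of the class per library), because cells are not replicates. Sums were tested with edgeR 4.0.16 (limma 3.58.1, R 4.3.3), using TMM normalisation, its default filter on low counts and the quasi-likelihood F test with Benjamini-Hochberg adjustment at 0.05. KPC groups shared a fit, B16 GVAX vehicle and AC484 were fitted by themselves, and all B16 GVAX groups were fitted together only for anti-PD-1. Differences in AC484 effect between models were tested as an interaction. CPM is the count of a gene scaled to the total of its summed library, as edgeR's cpm function gives it, and errors of log2 fold changes are standard errors of the fit. On simulated data with known changes at 8943 phagocyte genes of KPC AC484 and vehicle, 35.8% of 1.5-fold, 71.6% of 2-fold and 100% of 4-fold changes were recovered, and 11.0% of the calls were false. For CD8 T cells of the same comparison these values were 29.9%, 68.7% and 97.0% (6105 genes, 7.80% of calls false), and for NK cells 37.3%, 83.6% and 90.9% (1931 genes, 4.08% of calls false), against a nominal 5%.

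Lists of genes were fixed before the data were examined, 24 in all with 2 to 35 genes each. They cover interferon-stimulated genes, the interferon-gamma response, MHC class I and class II presentation, cytotoxic effector genes, exhaustion, memory and progenitor T cell genes, IL-2-STAT5 and cytokine feedback targets, proliferation, suppressive and inflammatory myeloid cells, glycolysis and hypoxia, oxidative phosphorylation, dissociation stress, the target phosphatases, and transcripts of melanocytic tumour cells, carcinoma cells, fibroblasts, erythroid cells, T and NK cells, mononuclear phagocytes and neutrophils. A pair of further lists, inflammatory cytokines and chemokines and suppressive and myeloid-recruiting factors, was chosen by the study on these samples. Each list was tested with camera in limma at its preset correlation of 0.01 and again with a correlation estimated from the data, and with fry, adjusted over all lists within a class and comparison. Unless stated otherwise, an adjusted p of a list is that of camera at the preset correlation. Counts of changed members are given over all genes tested and adjusted over the list alone.

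Genes named in the text followed a rule fixed before the data were examined: adjusted p under 0.05, a mean of at least 20 CPM in the higher group, no overlap between the libraries of both groups, and then the 8 largest changes each way (6 for differences between models), without predicted genes, mitochondrial and ribosomal genes, receptor variable genes, Xist, Y-linked genes and markers of the class. Up to 4 members per list with the smallest p, Ptpn2 and Ptpn1, and for all CD45+ cells the members of the lists chosen by the study, were added. Genes named outside this rule are marked as chosen after their values were seen.

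Alternatives planned before the data were examined were DESeq2 1.42.0 with its own size factors, DESeq2 size factors in edgeR, no filter on low counts, the replicate number as a block, sums thinned to the smallest total of the fit, each library left out in turn, only the compared groups in the fit, the low library put back, no doublets removed, a mitochondrial limit of 20%, clustering with list genes, resolution 2, all kept cells as denominator, log2 percentages, and sums without non-immune clusters. Further alternatives were chosen after the data had been seen: only cells of 800 to 3000 UMIs and under 5% mitochondrial UMIs, and no libraries with a median under 1000 UMIs per barcode. Gene coordinates are those of GRCm38 (mm10) in GENCODE M21.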

Results

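The transcriptomes of CD45+ cells from 28 tumours were examined to ask how inhibition of PTPN2 and PTPN1 by AC484, or blockade of the T cell checkpoint receptor PD-1, changed the make-up and gene expression of tumour-infiltrating immune cells. B16 melanoma in GVAX-vaccinated mice gave 12 libraries and KPC pancreatic adenocarcinoma 16, of which 27 entered comparisons. Sequencing depth differed between groups. B16 libraries held 18242701 to 30550567 UMIs with vehicle, 20312586 to 28538829 with AC484 and 8853732 to 18415143 with anti-PD-1. KPC libraries held 1930940 to 4955698 UMIs with vehicle, 6180857 to 16566993 with AC484 and 2001448 to 4811672 with anti-PD-1. Median UMIs per barcode were 559 to 1362 in KPC vehicle and 1267 to 2208 in KPC AC484 libraries. The percentage of barcodes over the mitochondrial limit was 14.2 to 29.8% in KPC vehicle and 8.02 to 11.8% in KPC AC484 libraries, and 10.5 to 26.6% and 17.4 to 20.6% in the B16 counterparts. Kept cells were 49.7% mononuclear phagocytes (monocytes and macrophages), 13.1% CD8 T cells, 8.70% dendritic cells, 7.97% NK cells, 5.72% neutrophils, 2.64% cells of clusters 18 and 23 (type 2 helper or innate lymphoid, and regulatory T), 0.798% B cells, 0.591% plasmacytoid dendritic cells, 0.191% mast cells or basophils and 3.02% non-immune cells. Cells of unnamed clusters made up 7.56%. Their mean share of kept cells was 2.88%, 6.09% and 16.3% in B16 vehicle, AC484 and anti-PD-1 libraries, and 5.69%, 7.07% and 6.12% in the KPC counterparts.

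**Figure D1:**
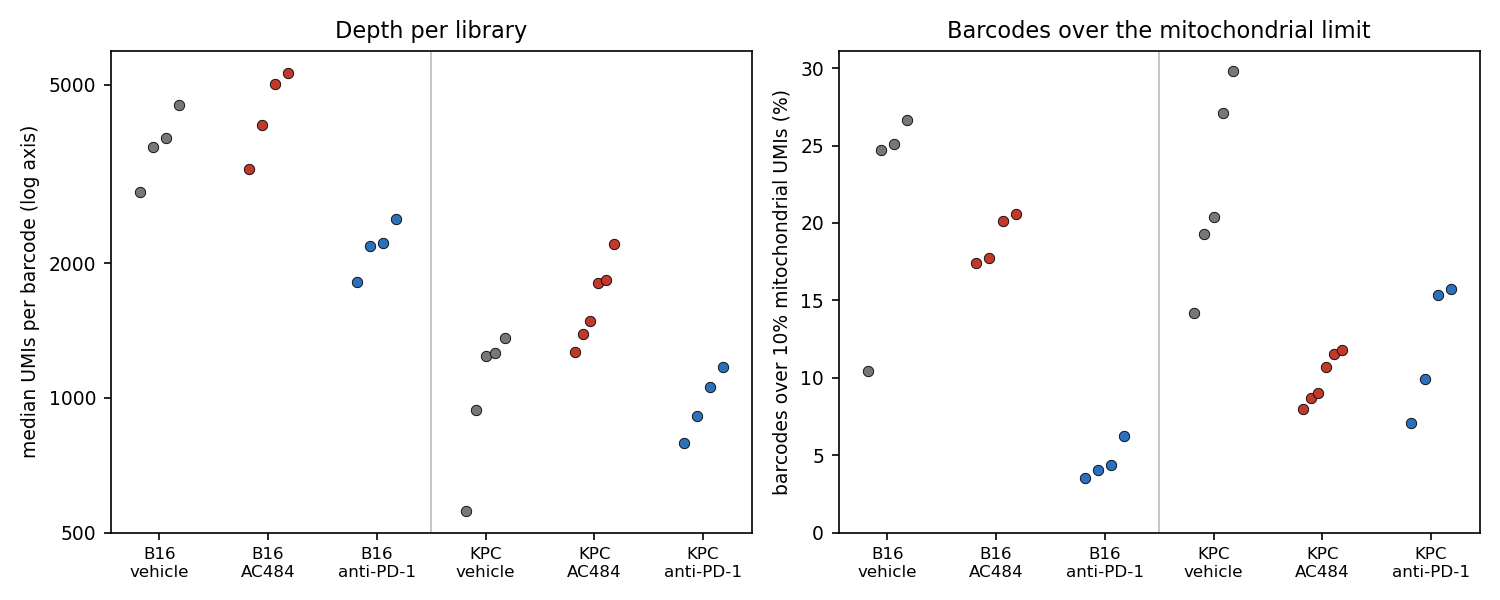
Median UMIs per barcode on a log axis (left) and percentage of barcodes over the mitochondrial limit (right) in each library used, where points are libraries, spread sideways only for clarity. KPC vehicle libraries had medians of 559 to 1362 UMIs and KPC AC484 libraries 1267 to 2208.

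The first question was whether AC484 shifted the balance of lymphoid and myeloid cells. In KPC tumours, AC484-treated mice had more lymphoid cells per myeloid cell and more NK cells, the innate lymphocytes that kill stressed or transformed cells. The log2 ratio of lymphoid to myeloid cells was −0.53 ± 0.11 (SD, n = 6) with AC484 and −1.66 ± 0.54 (n = 5) with vehicle, a difference of 1.13. All 6 of 6 AC484 libraries lay above every vehicle library (exact permutation p = 0.00433, the smallest possible, adjusted p = 0.0216). NK cells made up 13.5 ± 2.58% of immune cells with AC484 and 5.32 ± 0.895% with vehicle, 2.54 times as many. All 6 lay above every vehicle library (exact permutation p = 0.00433, adjusted p = 0.0216). CD8 T cells, the cytotoxic lymphocytes, were 24.5 ± 2.13% with AC484 and 17.4 ± 6.62% with vehicle (exact permutation p = 0.0346), which did not pass the threshold after adjustment (adjusted p = 0.104). KPC vehicle libraries were shallower, with more barcodes over the mitochondrial limit, than those with AC484, and a depth gap of this kind can itself set shares.

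In B16 tumours, the same measures did not differ between AC484 and vehicle at this number of libraries. The log2 ratio was −1.86 ± 0.29 with AC484 and −1.79 ± 0.36 with vehicle (n = 4 each, exact permutation p = 0.743, adjusted p = 0.886). CD8 T cells were 9.25 ± 2.43% and 9.90 ± 5.20% (exact permutation p = 0.857, adjusted p = 0.886). NK cells were 9.43 ± 0.92% and 7.51 ± 1.25% (exact permutation p = 0.0857, adjusted p = 0.214), where 0.0286 was the smallest possible p. The AC484 effect on the log2 ratio was 1.21 greater in KPC than in B16 tumours (exact permutation p = 0.00594, adjusted p = 0.0297). This call was lost without B16 vehicle replicate 1 or 3, or without B16 AC484 replicate 1 or 4, where the difference was 1.07 to 1.14 (adjusted p = 0.068 to 0.086 by the same exact permutation test). The difference in effect did not pass the threshold for NK cells (6.26 percentage points, exact permutation p = 0.0344, adjusted p = 0.102) or CD8 T cells (7.70 percentage points, exact permutation p = 0.0826, adjusted p = 0.184). With the models combined, the NK share rose by a mean of 5.05 percentage points (exact permutation p = 0.000186, adjusted p = 0.00279). The differences for the log2 ratio (0.53, exact permutation p = 0.0207, adjusted p = 0.0776) and the CD8 T share (3.20 percentage points, exact permutation p = 0.153, adjusted p = 0.287) did not pass. The models also differ in vaccination and experiment, so a difference between them is not specific to the tumour line.

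With anti-PD-1, no difference in these measures passed the threshold in either model. In KPC tumours the log2 ratio was −2.14 ± 0.54 (n = 4, exact permutation p = 0.175, adjusted p = 0.292). CD8 T cells were 10.5 ± 6.27% (exact permutation p = 0.127, adjusted p = 0.272) and NK cells 5.70 ± 1.58% (exact permutation p = 0.603, adjusted p = 0.886). In B16 tumours the values were −1.74 ± 0.10 (exact permutation p = 0.886), 9.43 ± 1.53% (exact permutation p = 0.886) and 7.23 ± 1.62% (exact permutation p = 0.829), each with adjusted p = 0.886. The difference in NK share in B16 tumours, −0.276 percentage points, was 3.13 at resolution 2 (exact permutation p = 0.0571), 2.51 with no doublets removed and 2.05 with list genes in the clustering. Unnamed clusters held 16.3% of B16 anti-PD-1 cells, among them cluster 27, with T, NK and innate lymphoid transcripts, at 2.47%. Against KPC anti-PD-1, a comparison added after the data had been seen, KPC AC484 libraries had a log2 ratio higher by 1.61, 2.34 times the CD8 T share and 2.37 times the NK share. For each, 6 of 6 libraries lay above all anti-PD-1 libraries (exact permutation p = 0.00952 for each, the smallest possible).

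**Figure D2:**
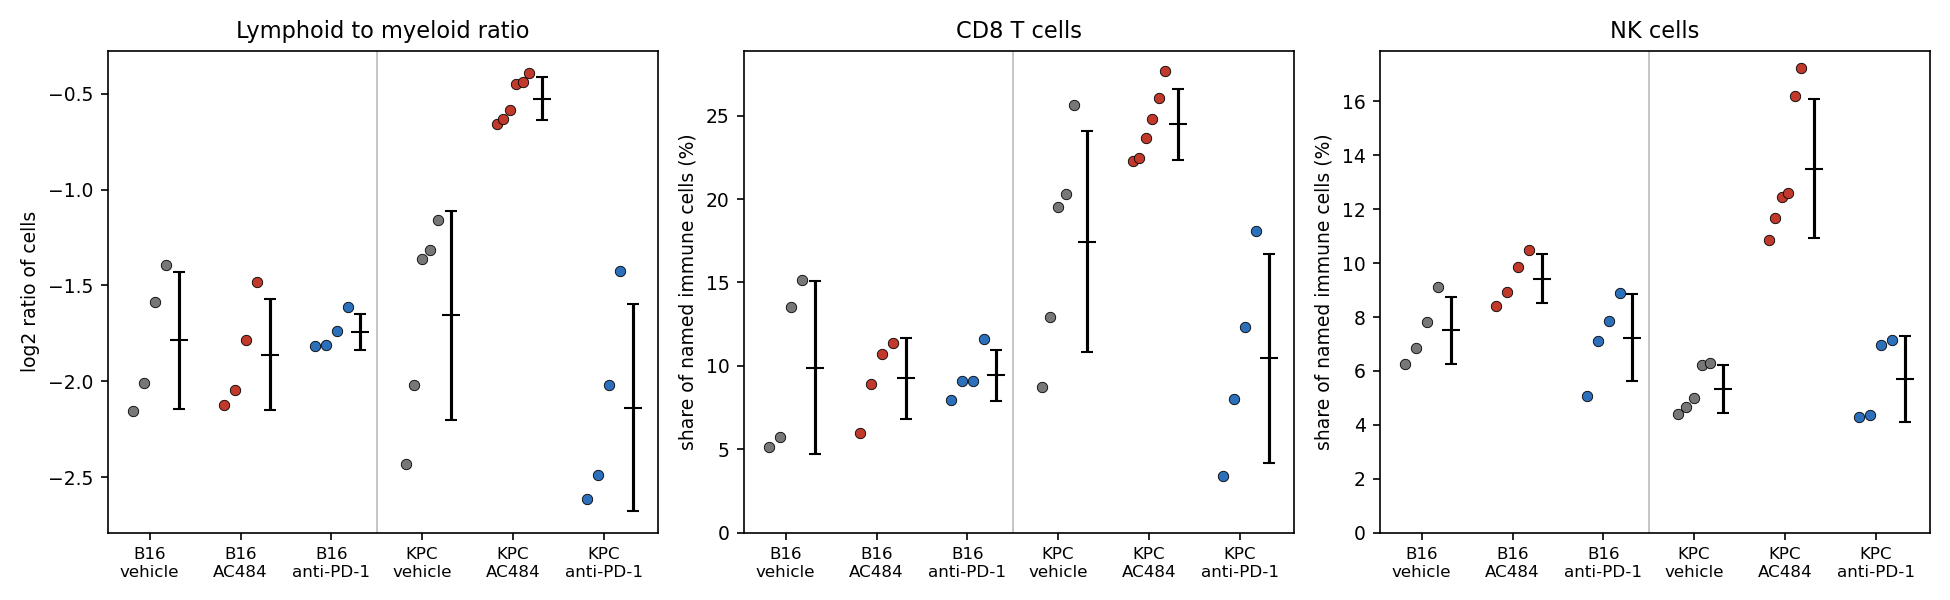
Log2 ratio of lymphoid to myeloid cells, CD8 T cells and NK cells as percentages of named immune cells, by group, where points are libraries and bars give the mean ± SD. All 6 KPC AC484 libraries lie above all 5 KPC vehicle libraries for the log2 ratio and the NK share.

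None of 85 such tests of other immune classes passed after adjustment, where the smallest possible p left little room. Dendritic cells, which present antigen to T cells, were 5.10 ± 0.772% with AC484 and 11.4 ± 3.62% with vehicle in KPC tumours. All 6 AC484 libraries lay below every vehicle library (exact permutation p = 0.00433, adjusted p = 0.0613). They were 4.95 ± 2.01% and 11.8 ± 1.26% in B16 tumours, without overlap (exact permutation p = 0.0286, adjusted p = 0.064). Conventional type 1 dendritic cells, which cross-present antigen to CD8 T cells, were 0.619 ± 0.199% against 1.87 ± 0.244% in KPC and 0.532 ± 0.183% against 2.37 ± 0.314% in B16 tumours, with the same p-values. Migratory dendritic cells were 1.10 ± 0.241% against 2.77 ± 0.682% and 0.982 ± 0.322% against 4.48 ± 0.704%, again with the same p-values. Regulatory T cells, cluster 23, were 0.977% and 0.975% of immune cells in KPC tumours (exact permutation p = 0.996). They were 0.543 ± 0.247% and 2.27 ± 0.817% in B16 tumours (exact permutation p = 0.0286, adjusted p = 0.064). Cluster 18 was 1.18 ± 0.305% against 0.365 ± 0.227% in KPC (exact permutation p = 0.00433, adjusted p = 0.0613) and 2.14 ± 1.16% against 0.775 ± 0.217% in B16 tumours (exact permutation p = 0.0286, adjusted p = 0.064), a difference of 1.36 percentage points that was 0.853 without AC484 replicate 3. Macrophages were 65.3 ± 3.35% of immune cells with AC484 and 45.1 ± 6.08% with vehicle in B16 tumours (exact permutation p = 0.0286, adjusted p = 0.064). They were 31.8% and 37.0% in KPC tumours (exact permutation p = 0.126).

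In mononuclear phagocytes of KPC tumours, AC484 was accompanied by higher expression of genes of the antiviral interferon response, and of Nos2, Cxcl9 and Acod1. Isg15, a ubiquitin-like antiviral protein (ENSMUSG00000035692, chromosome 4, 156199424 to 156200818, protein coding), had a log2 fold change of 2.36 ± 0.23 (SE, adjusted p = 9.67e-06), at 536 ± 146 CPM (SD, n = 6) against 102 ± 35.5 CPM (n = 5). Nos2 changed by 2.28 ± 0.21 (adjusted p = 9.67e-06). Cxcl9, a chemokine that attracts T and NK cells through CXCR3, changed by 1.66 ± 0.36 (adjusted p = 0.00385), and Acod1 by 1.81. Ccl17, a CCR4 ligand (ENSMUSG00000031780, chromosome 8, 94810453 to 94812036, −2.57 ± 0.49, adjusted p = 0.00162), was among the largest decreases. Dendritic cells, which also express it (cluster 16), were 5.10% of immune cells against 11.4% with vehicle, and stray RNA from them was not tested. Of 32 interferon-stimulated genes tested, 30 rose (30 adjusted over the list alone) and none fell, with a median log2 fold change of 1.27 (camera adjusted p = 5.28e-36, and adjusted p = 0.0302 with an estimated correlation, fry adjusted p = 5.94e-05). The interferon-gamma response had 19 of 27 members higher (21 adjusted over the list alone, adjusted p = 6.98e-16, and adjusted p = 0.123 with an estimated correlation). MHC class I presentation had 13 of 22 members higher and 1 lower (17 and 1 adjusted over the list alone, adjusted p = 3.26e-12, and adjusted p = 0.134 with an estimated correlation).

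Other groups of genes in these cells moved as follows. Inflammatory myeloid genes had 6 of 16 members higher and 1 lower (adjusted p = 0.000148, and adjusted p = 0.153 with an estimated correlation). In the same list 4 of 15 were higher in cells of 800 to 3000 UMIs, at a median of 0.15. Proliferation genes had 12 of 18 lower (13 adjusted over the list alone) at a median of −0.85, such as the replication factor Mcm5 at −1.29 (adjusted p = 1.1e-08, and adjusted p = 0.123 with an estimated correlation). Restricted to cells of 800 to 3000 UMIs, 2 of 11 were lower, and 7 of 25 interferon-gamma response genes and 3 of 22 oxidative phosphorylation genes were higher. Inflammatory cytokines and chemokines, a list chosen by the study on these samples and therefore not independent evidence of its direction, had 5 of 9 members higher (adjusted p = 0.00134, and adjusted p = 0.0501 with an estimated correlation). Oxidative phosphorylation had 9 of 22 members higher and 1 lower (adjusted p = 0.00134, and adjusted p = 0.615 with an estimated correlation). Ccl5, a chemokine for T cells and monocytes that T and NK cells themselves make in abundance (ENSMUSG00000035042, chromosome 11, 83525778 to 83530518), rose by 2.67 ± 0.46 (adjusted p = 0.00079) at 1041 ± 845 CPM (SD, n = 6) against 159 ± 85.1 CPM (n = 5), while 1 of 13 T and NK cell transcripts was higher and 0 lower. Phagocyte transcripts themselves, among them C1qb and Cd68, had 9 of 13 members higher (adjusted p = 5.12e-07, and adjusted p = 0.159 with an estimated correlation). Messages of the inhibited phosphatases did not pass the test, with log2 fold changes of −0.10 ± 0.11 for Ptpn2 (ENSMUSG00000024539, chromosome 18, 67665511 to 67724595, adjusted p = 0.538) and 0.14 ± 0.12 for Ptpn1 (ENSMUSG00000027540, chromosome 2, 167932057 to 167979385, adjusted p = 0.449).

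In all, 1784 of 9179 genes changed in KPC phagocytes (edgeR, adjusted p under 0.05), 953 up and 831 down. Some changes were common to cell classes. Atp6v0c, a subunit of the vacuolar proton pump, rose by 2.15 ± 0.43 in phagocytes, 1.97 ± 0.39 in CD8 T cells and 2.07 ± 0.31 in dendritic cells. Of 4756 genes tested in these 3 classes, 258 were called in each and all 258 in 1 direction. In B16 tumours 207 of 6896 genes were called in each of these classes, 203 of them in 1 direction. The KPC count fell to 961 with sums thinned to the smallest total, 791 without libraries under 1000 median UMIs, 435 with cells of 800 to 3000 UMIs and 1180 without vehicle replicate 5. Cluster 2 (Ccl24, Inhba, Arg1) was the largest cluster of phagocytes in both groups, with 63.0% of them with vehicle and 49.3% with AC484.

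In B16 phagocytes, AC484 was likewise accompanied by higher interferon-stimulated genes, together with lower cell cycle genes. Cxcl10, another CXCR3 ligand, changed by 1.45 ± 0.19 (adjusted p = 0.00102), at 1602 ± 286 CPM (SD, n = 4) against 588 ± 153 CPM (n = 4), Cxcl9 by 1.38 ± 0.18 (adjusted p = 0.00102). Larger decreases included Vcam1, an adhesion molecule (−2.99 ± 0.37, adjusted p = 0.000817), the macrophage elastase Mmp12 (−2.95 ± 0.44, adjusted p = 0.0014) and Vegfa, a driver of vessel growth (−1.17). All 33 of 33 interferon-stimulated genes tested rose, at a median of 1.52 (adjusted p = 1.54e-29, and adjusted p = 0.179 with an estimated correlation), as did 28 of 30 interferon-gamma response genes (adjusted p = 1.29e-25, and adjusted p = 0.179 with an estimated correlation) and 16 of 22 MHC class I genes (adjusted p = 1.22e-08, and adjusted p = 0.274 with an estimated correlation). Proliferation genes fell in 21 of 22 cases at a median of −2.32, with Mki67 at −2.56 ± 0.34 (adjusted p = 4.11e-21, and adjusted p = 0.179 with an estimated correlation). In cells of 800 to 3000 UMIs, 1 of the 6 members that could be tested fell, and their median was −0.57. Of the suppressive and myeloid-recruiting factors, chosen by the study and so not independent evidence, 5 of 8 fell (adjusted p = 0.00257, and adjusted p = 0.179 with an estimated correlation). Genes of suppressive myeloid cells went both ways, with 5 of 21 higher and 5 lower (adjusted p = 1). Glycolysis and hypoxia genes had 6 of 20 lower (adjusted p = 0.00515, and adjusted p = 0.78 with an estimated correlation). In all, 2672 of 10532 genes changed, 1359 up and 1313 down. There were 540 in cells of 800 to 3000 UMIs and 1730 without AC484 replicate 1. The largest cluster of phagocytes differed: with vehicle it was cluster 8 (Gdf15, Vcam1, Hmox1, 45.5%) and with AC484 cluster 3 (Ms4a4c, Irf7, Isg15, 69.1%).

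Changes with AC484 in phagocytes overlapped between models. Of the genes tested in both, 331 rose in both where 129 were expected of independent lists (Fisher's exact p = 5.39e-71). In both, 200 fell against 96.9 expected (Fisher's exact p = 2.76e-26), and 65 moved in opposite directions. Tested directly, the AC484 effect differed between models for 1220 of 10369 genes, 666 of them with a more positive effect in KPC tumours. Vcam1 had log2 fold changes of 0.02 in KPC and −3.02 in B16 tumours (difference 3.04 ± 0.44, adjusted p = 0.000903) and Mmp12 of −0.23 and −2.98 (difference 2.75 ± 0.48, adjusted p = 0.00244). Interferon-stimulated genes did not differ as a list (0 higher and 1 lower of 33, adjusted p = 0.0766). Proliferation genes fell less in KPC, with 6 of 22 differing (13 adjusted over the list alone, adjusted p = 8.69e-07, and adjusted p = 0.703 with an estimated correlation). Among cells of 800 to 3000 UMIs none of 10 members tested between models differed (unadjusted camera p = 0.611, and p = 0.788 with an estimated correlation). The 6 members tested in each model there had medians of −0.33 in KPC and −0.57 in B16 tumours. The count of genes that differed was 370 in cells of 800 to 3000 UMIs, 379 after thinning and 500 without libraries under 1000 median UMIs. It was 778, 1868 and 613 without B16 vehicle replicates 1, 2 and 3, 697 without B16 AC484 replicate 1 and likewise 697 without replicate 3, and 787 without KPC vehicle replicate 5.

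**Figure D3:**
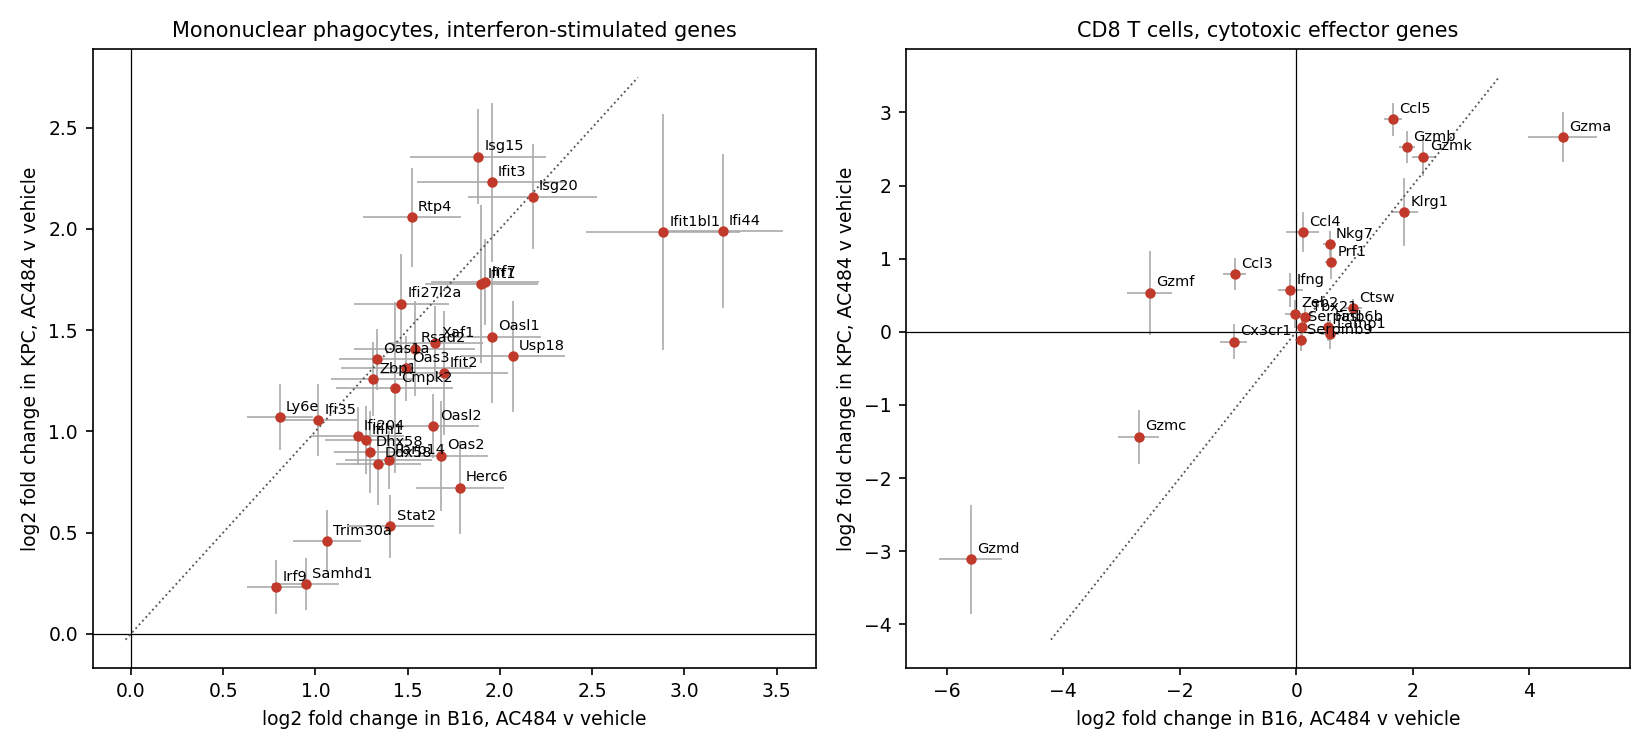
Log2 fold changes with AC484 against vehicle of interferon-stimulated genes in mononuclear phagocytes (left) and of cytotoxic effector genes in CD8 T cells (right). Each point is a gene, and the x axis gives B16 and the y axis KPC tumours. Bars are SE derived from the F statistic, and the dotted line marks equal change. Of the interferon-stimulated genes, 33 of 33 tested rose in B16 and 30 of 32 in KPC phagocytes.

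CD8 T cells of AC484-treated KPC tumours had higher cytotoxic effector and interferon-stimulated genes, and lower Ccr7 and Tox. Gzma, a granzyme that enters target cells and triggers their death (ENSMUSG00000023132, chromosome 13, 113093825 to 113100981), rose by 2.66 ± 0.34 (adjusted p = 8.92e-06), at 3312 ± 1073 CPM (SD, n = 6) against 539.6 ± 365 CPM (n = 5), Gzmb by 2.52 ± 0.22 (adjusted p = 7e-09) and Ccl5 by 2.90 ± 0.23 (adjusted p = 1.22e-09). Ccr7, a receptor for lymph node homing, fell by 3.09 on the log2 scale (SE 0.23, adjusted p = 1.1e-09). Tox, a transcription factor of exhausted T cells, changed by −2.13 ± 0.26 (adjusted p = 5.15e-06), at 20 ± 8.38 CPM (SD, n = 6) against 89.9 ± 27.1 CPM (n = 5). Cytotoxic effector genes had 9 of 21 members higher and 2 lower (11 and 2 adjusted over the list alone, adjusted p = 3.49e-10, and adjusted p = 0.0157 with an estimated correlation). Interferon-stimulated genes had 11 of 16 members higher, with Isg15 at 1.91 ± 0.23 (adjusted p = 1.08e-10, and adjusted p = 0.0157 with an estimated correlation), and MHC class I presentation 11 of 22 (adjusted p = 5.01e-05, and adjusted p = 0.0281 with an estimated correlation). Exhaustion genes did not pass as a list (adjusted p = 0.0562), with 5 of 16 lower and Tigit higher. In cells of 800 to 3000 UMIs, where 3 of 5 vehicle libraries had enough cells, none of 19 was called, at a median of −0.017, and Ccr7 was called but Tox was not. In those cells 2 of 22 MHC class I genes, 2 of 21 interferon-stimulated and 6 of 20 cytotoxic effector genes were higher, and none of 20 dissociation stress genes was called. Memory and progenitor genes had 1 of 12 higher and 2 lower (adjusted p = 0.0101, and adjusted p = 0.25 with an estimated correlation). Dissociation stress genes had 5 of 20 lower (adjusted p = 0.0103, and adjusted p = 0.316 with an estimated correlation). Transcripts of phagocytes in these cells had 1 of 10 higher and 1 lower, at a median of −0.02, and none of 4 neutrophil transcripts was called. Other myeloid transcripts, chosen after their values were seen, were lower: Arg1 by −1.22 ± 0.33 (adjusted p = 0.0120), Thbs1 by −1.27 ± 0.38 (adjusted p = 0.0226) and Lyz2 by −0.84 ± 0.26 (adjusted p = 0.0261). Within 800 to 3000 UMIs Il1b (−2.12), S100a8 (−3.02), Arg1 (−1.80) and Thbs1 (−2.54) were called lower and Lyz2 was not (−0.073), and 1 of 4 neutrophil transcripts was lower, at a median of −0.95. In all, 1046 of 6450 genes changed, 540 up and 506 down, in libraries that also differed in depth and shared the rise of Atp6v0c given above. That count was 245 after thinning, 322 without libraries under 1000 median UMIs, 76 in cells of 800 to 3000 UMIs and 621 without vehicle replicate 5.

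In B16 CD8 T cells, granzymes parted: Gzma rose by 4.57 ± 0.59 (adjusted p = 5.68e-05), at 2850 ± 732 CPM (SD, n = 4) against 133 ± 169 CPM (n = 4), and Gzmb by 1.90 ± 0.14 (adjusted p = 5.51e-07). In contrast, Gzmd changed by −5.59 ± 0.54 (adjusted p = 6.42e-06) and Gzme by −4.28 ± 0.56. Tox again fell (−2.45 ± 0.21, adjusted p = 2.36e-06). S1pr1, a receptor through which lymphocytes leave tissues, rose by 2.03. Memory and progenitor genes had 5 of 13 members higher and 2 lower (5 and 2 adjusted over the list alone, adjusted p = 0.103, and adjusted p = 0.628 with an estimated correlation). Interferon-stimulated genes had 27 of 29 members higher at a median of 1.60 (adjusted p = 1.44e-35, and adjusted p = 0.288 with an estimated correlation). Cytotoxic effector genes had 10 higher and 7 lower of 23, with a median of 0.11 but a mean of −0.33, which differ in sign (adjusted p = 0.103). Exhaustion genes had 5 higher and 8 lower of 18 (adjusted p = 0.103). Ptpn2 rose by 0.62 ± 0.14 (adjusted p = 0.00601). In all, 1617 of 8946 genes changed, 905 up and 712 down, with 946 after thinning and 143 in cells of 800 to 3000 UMIs, where 2 vehicle and 3 AC484 libraries were left. Cluster 12 (Gzmf, Gzmb, Prf1) held most CD8 T cells of both groups, 96.7% with vehicle and 92.8% with AC484, whereas cluster 1 (Trbc2, Rgs16, Lag3) held those of KPC tumours.

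The models shared 187 genes that rose in CD8 T cells against 63.4 expected (Fisher's exact p = 1.16e-49) and 100 that fell against 39.5 expected (Fisher's exact p = 1.14e-19), and 31 moved in opposite directions. The AC484 effect differed for 691 of 8740 genes, 460 of them with a more positive effect in KPC tumours. Gzmf had log2 fold changes of 0.56 in KPC and −2.55 in B16 tumours (difference 3.11 ± 0.80, adjusted p = 0.0195). This count was 20 in cells of 800 to 3000 UMIs, 134 after thinning and 148 without libraries under 1000 median UMIs. It was 457 and 273 without B16 vehicle replicates 1 and 3, 452 and 355 without B16 AC484 replicates 1 and 3, 327 without KPC vehicle replicate 5, and 415 and 440 without KPC AC484 replicates 1 and 2.

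NK cells had higher granzyme transcripts with AC484 in both models. In KPC tumours Gzma rose by 1.94 ± 0.15 (adjusted p = 4.05e-11), at 10623 ± 1020 CPM (SD, n = 6) against 2764 ± 739 CPM (n = 5), Gzmb by 1.80 ± 0.22 (adjusted p = 6.67e-07) and the chemokine Ccl5 by 2.35 ± 0.27 (adjusted p = 4.97e-07). Cytotoxic effector genes had 7 of 16 members higher (9 adjusted over the list alone, adjusted p = 1.99e-11, and adjusted p = 0.0102 with an estimated correlation). In B16 tumours Gzmb rose by 2.20 ± 0.29 (adjusted p = 0.000314), Gzma by 1.65 ± 0.24 (adjusted p = 0.000948) and the antiviral gene Rsad2 by 1.87 ± 0.37 (adjusted p = 0.0097). Il7r, a receptor for the survival cytokine interleukin 7, fell (−1.76 ± 0.27, adjusted p = 0.00138) together with Tcf7, a factor of less differentiated lymphocytes (−1.25 ± 0.21, adjusted p = 0.00227). Cytotoxic effector genes there had 9 of 22 members higher (adjusted p = 1.24e-18, and adjusted p = 0.0535 with an estimated correlation), interferon-stimulated genes 7 of 24 (16 adjusted over the list alone, adjusted p = 1.15e-18, and adjusted p = 0.0693 with an estimated correlation), and memory and progenitor genes 6 of 12 lower (adjusted p = 7.56e-12, and adjusted p = 0.0535 with an estimated correlation). Ptpn1 rose by 0.82 ± 0.16 (adjusted p = 0.0097). Counts were 281 of 2154 genes in KPC (157 up, 124 down) and 163 of 5664 in B16 tumours (84 up, 79 down). The effect differed between models for 68 of 6249 genes. Between models, 16 genes rose in both against 3.89 expected (Fisher's exact p = 4.54e-07), 13 fell in both against 3.62 expected (Fisher's exact p = 3.54e-05) and 10 moved in opposite directions.

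NK cells numbered 45 to 114 per KPC vehicle and 331 to 531 per KPC AC484 library. Cluster 7 held 99.6% and 96.4% of them. In contrast, cluster 14 held 95.4% and 96.9% in B16 vehicle and AC484 libraries. The KPC count was 125 after thinning, 84 without libraries under 1000 median UMIs and 6 in cells of 800 to 3000 UMIs, with Gzma, Gzmb and Ccl5 among the 6. Only vehicle replicate 4, with 24 cells, was left on the vehicle side of that fit, and it was assumed to vary like the other libraries. It was 171, 160 and 174 without vehicle replicate 3, vehicle replicate 5 and AC484 replicate 1. The B16 count ran from 39 without AC484 replicate 1 to 325 without vehicle replicate 2. It was 68, 97 and 100 without vehicle replicates 1, 3 and 4, and 74 and 66 without AC484 replicates 2 and 4. The count of genes that differed between models was 1 in cells of 800 to 3000 UMIs, with the same lone library, and 2, 126 and 15 without B16 vehicle replicates 1, 2 and 3. It was 17, 36 and 42 without B16 AC484 replicates 1, 3 and 4, 16 and 18 without KPC vehicle replicates 1 and 3, and 44 and 37 without KPC AC484 replicates 1 and 3, so that no such gene is named here.

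Dendritic cells had higher interferon-stimulated genes with AC484, and lower CCR4 ligands. In KPC tumours Isg15 rose by 2.43 ± 0.25 (adjusted p = 5.69e-06) and Ccl17 fell (−2.73 ± 0.31, adjusted p = 1.13e-05), at 105 ± 53.2 CPM (SD, n = 6) against 690.0 ± 239 CPM (n = 5), as did Ccl22 (−1.53). Interferon-stimulated genes had 15 of 23 members higher (17 adjusted over the list alone, adjusted p = 7.43e-18, and adjusted p = 0.000999 with an estimated correlation). Cytotoxic effector genes, which dendritic cells express little, had 6 of 11 higher (adjusted p = 5.42e-05, and adjusted p = 0.0471 with an estimated correlation). T and NK cell transcripts such as Cd3d (1.85) had 5 of 10 higher at a median of 1.28 (adjusted p = 1.86e-05, and adjusted p = 0.26 with an estimated correlation). In B16 tumours Ifit3 rose by 3.20 ± 0.43 (adjusted p = 0.000694). Il12b, a subunit of interleukin 12, fell (−2.30 ± 0.25, adjusted p = 0.000302), at 26.7 ± 7.95 CPM (SD, n = 4) against 134 ± 41.8 CPM (n = 4). So did Ccl22 (−2.75). There 29 of 32 interferon-stimulated genes rose (adjusted p = 1.43e-54, and adjusted p = 0.0911 with an estimated correlation) and 15 of 21 proliferation genes fell (adjusted p = 2.84e-19, and adjusted p = 0.226 with an estimated correlation). Of 5421 genes 592 changed in KPC (345 up, 247 down) and of 7614 genes 594 in B16 tumours (347 up, 247 down). Of these, 82 were up in both against 17.6 expected (Fisher's exact p = 1.20e-35), 19 down in both against 8.49 expected (Fisher's exact p = 0.000744) and 7 in opposite directions. The KPC count was 332 after thinning, 199 without libraries under 1000 median UMIs, 44 in cells of 800 to 3000 UMIs, and 351, 311 and 375 without vehicle replicate 3, AC484 replicate 1 and AC484 replicate 2. The B16 count was 371, 355, 363 and 373 without vehicle replicates 1, 3 and 4 and AC484 replicate 2, and 925 with no filter on low counts. In B16 tumours cluster 17 (Ccl22, Il12b) led in vehicle (38.0% of dendritic cells) and cluster 16 in AC484 libraries (50.3%). Lower Ccl22 and Il12b may reflect this mix. In KPC tumours cluster 16 led in both (32.7% and 34.2%).

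Clusters 18 and 23, summed as a pair, had higher interferon-stimulated and cytotoxic genes with AC484 in B16 tumours. Isg15 changed by 1.90 ± 0.24 (adjusted p = 3.12e-05), and interferon-stimulated genes had 17 of 21 members higher (adjusted p = 3.39e-23, and adjusted p = 0.0446 with an estimated correlation), cytotoxic effector genes 11 of 17 (adjusted p = 4.09e-11, and adjusted p = 0.122 with an estimated correlation), and MHC class II genes 4 of 6 lower (adjusted p = 9.01e-13, and adjusted p = 0.102 with an estimated correlation). Dendritic cells, which express MHC class II genes at a high level, were 4.95% of immune cells in these AC484 libraries against 11.8% with vehicle, and migratory dendritic cells 0.982% against 4.48%. In KPC tumours Klrd1, an NK receptor chain, rose by 2.49 ± 0.53 (adjusted p = 0.0065). Counts were 667 of 4415 genes in B16 (363 up, 304 down) and 71 of 835 in KPC tumours (25 up, 46 down). The mix of both clusters also differed: in B16 tumours cluster 23 held 74.3% with vehicle and 20.2% with AC484, and in KPC tumours 72.7% and 45.4%. Mitochondrial transcripts, looked at after their values were seen, made up 9 of the 46 genes called lower in KPC tumours (12 tested, median −0.59), such as mt-Nd3 (−1.49 ± 0.36) and mt-Co1 (−0.69 ± 0.14). The B16 count was 430 with DESeq2, 312 after thinning, 31 in cells of 800 to 3000 UMIs, 434 without vehicle replicate 3 and 417 without AC484 replicate 3. The KPC count was 44 after thinning, 13 without libraries under 1000 median UMIs, 143 with no doublets removed, 185 with no filter on low counts, 31 and 17 without vehicle replicates 2 and 3, and 42, 27 and 26 without AC484 replicates 1, 2 and 3.

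**Figure D4:**
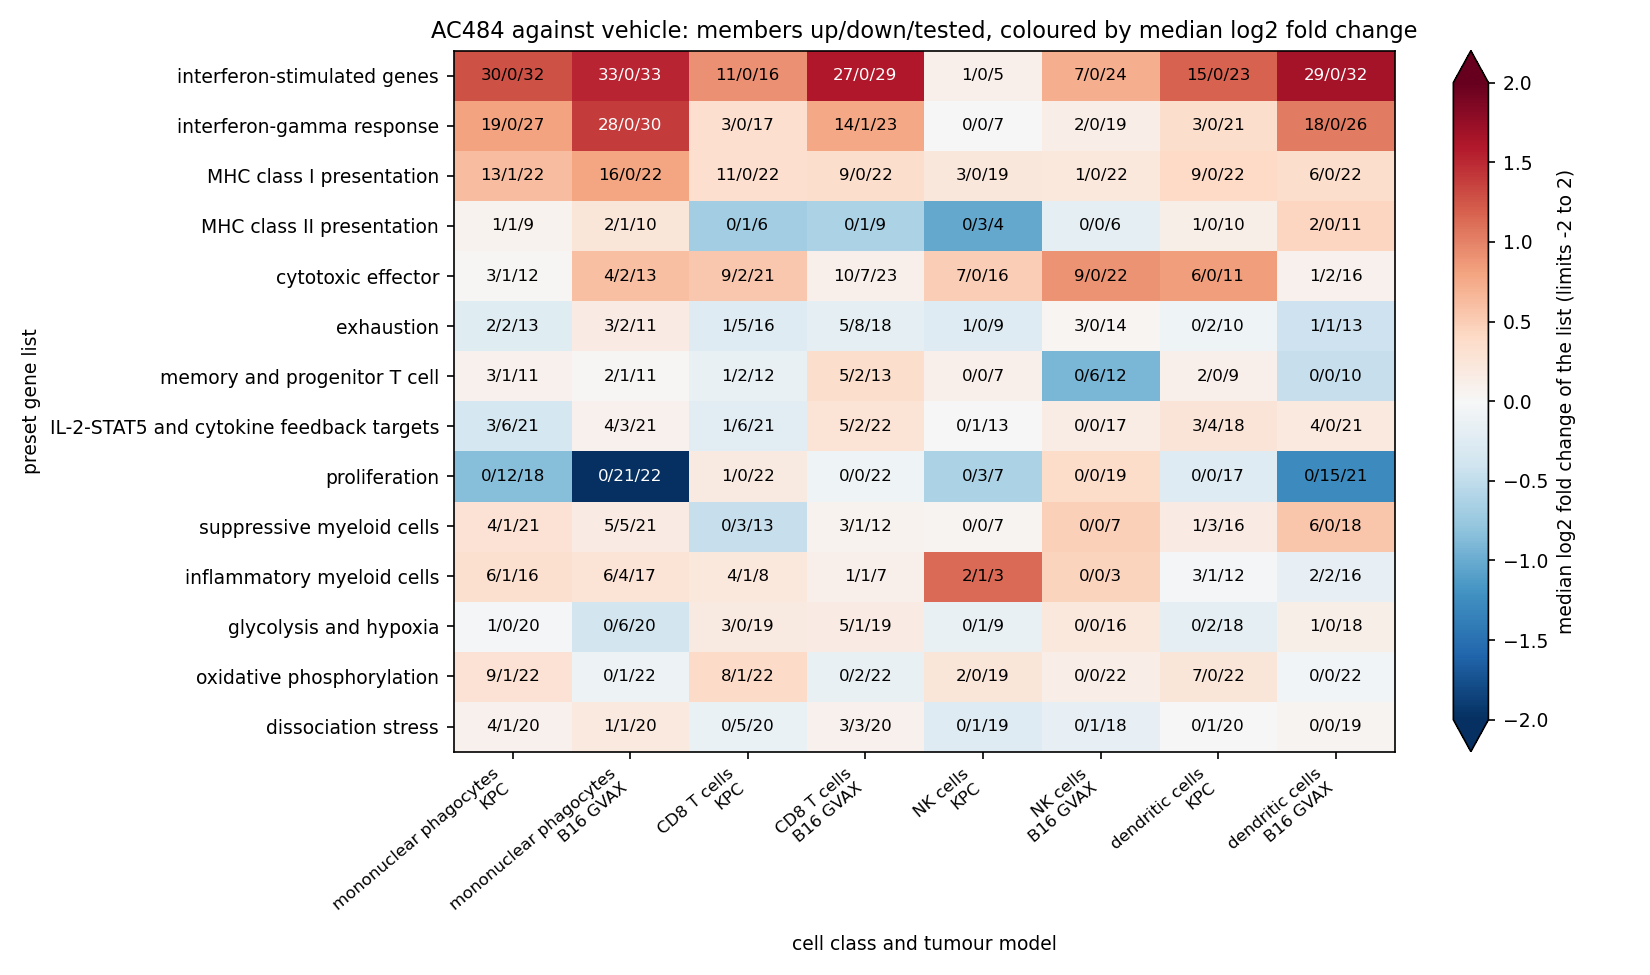
Preset gene lists in 4 cell classes, AC484 against vehicle, for KPC and B16 tumours, where colour gives the median log2 fold change of the tested members from −2 to 2 and each cell gives the numbers higher, lower and tested. Interferon-stimulated genes are higher in the most members in phagocytes, 30 of 32 in KPC and 33 of 33 in B16 tumours.

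With anti-PD-1 in KPC tumours, fewer genes passed the test than with AC484. In phagocytes Oas3, an antiviral enzyme, rose by 1.12 ± 0.18 (adjusted p = 0.0116) and Nos2 by 1.23 ± 0.24 (adjusted p = 0.0193). Interferon-stimulated genes had 10 of 32 members higher, and 30 adjusted over the list alone, at a median of 0.88 (adjusted p = 2.2e-35, and adjusted p = 0.0419 with an estimated correlation). In CD8 T cells Ly6a, an interferon-induced surface protein, was the gene called (1.53 ± 0.23, adjusted p = 0.00282), while the change of Gzmb, 1.20 ± 0.24, did not pass (adjusted p = 0.0783). Cytotoxic effector genes there had 0 of 21 higher over all genes and 5 adjusted over the list alone (adjusted p = 2.95e-06, and adjusted p = 0.1 with an estimated correlation), and proliferation genes 0 and 6 lower (adjusted p = 2.38e-09, and adjusted p = 0.248 with an estimated correlation). In NK cells Gzma rose by 1.04 ± 0.16 (adjusted p = 0.000324) and the chemokine Xcl1 fell (−1.30 ± 0.20, adjusted p = 0.000324), the genes called.

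Counts with anti-PD-1 in KPC tumours were 75 genes in phagocytes (42 up, 33 down), 1 in CD8 T cells, 2 in NK cells and 8 in all CD45+ cells by edgeR, against 178, 4, 2 and 158 by DESeq2. These counts turned on single libraries. In phagocytes the count was 236, 28, 25 and 5 without vehicle replicates 1, 2, 3 and 4, and 5 and 14 without anti-PD-1 replicates 1 and 4. Nos2 lost its call without vehicle replicate 2 or 4 or anti-PD-1 replicate 1. In CD8 T cells it was 3 without vehicle replicate 1, anti-PD-1 replicate 2 or anti-PD-1 replicate 5, and 0 without anti-PD-1 replicate 4 (423 at an unadjusted p under 0.05), where Ly6a lost its call. In NK cells it was 4 without vehicle replicate 1 or anti-PD-1 replicate 5. In all CD45+ cells it was 447 without vehicle replicate 1, 0 without vehicle replicate 2, 3 or 4, or anti-PD-1 replicate 1 or 2 (918 to 1513 at an unadjusted p under 0.05), 5 without vehicle replicate 5, and 3 and 15 without anti-PD-1 replicates 4 and 5. In cells of 800 to 3000 UMIs edgeR called 0 genes in phagocytes, CD8 T cells and NK cells, where 632, 378 and 340 had an unadjusted p under 0.05. These fits had 4, 1 and 2 anti-PD-1 and 5, 3 and 1 vehicle libraries, and a lone library was assumed to vary like the others.

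AC484 and anti-PD-1 were compared directly in CD8 T cells of KPC tumours. Gzma was higher with AC484 by 2.34 ± 0.37 (adjusted p = 0.000906). Proliferation genes had 9 of 22 members higher (adjusted p = 5.15e-07, and adjusted p = 0.215 with an estimated correlation). Interferon-stimulated genes had 7 of 16 higher (adjusted p = 2.12e-05, and adjusted p = 0.119 with an estimated correlation), and IL-2-STAT5 and cytokine feedback targets 6 of 21 lower (adjusted p = 0.0035, and adjusted p = 0.214 with an estimated correlation). Mrc1, the mannose receptor of macrophages (−2.50 ± 0.46), was lower with AC484, while the list of phagocyte transcripts had 1 of 10 members lower and 0 higher at a median of −0.22 (adjusted p = 0.978). In all, 656 genes differed (389 higher and 267 lower with AC484), but 227 after thinning and 22 in cells of 800 to 3000 UMIs, where Mki67 (−0.64), Birc5 (−0.79) and Ccnb2 (−0.62) changed sign. Only anti-PD-1 replicate 4 had enough cells for that last fit and was assumed to vary like the other libraries. The count was 13 without libraries under 1000 median UMIs and 371 with the low library put back, and 427, 414, 92 and 354 without AC484 replicates 1 and 2 and anti-PD-1 replicates 2 and 5.

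Summed over all CD45+ cells, expression followed both the mix of cells and their state. In KPC tumours with AC484, Gzma rose by 3.32 ± 0.28 (adjusted p = 7.97e-06), at 1480 ± 240.5 CPM (SD, n = 6) against 147 ± 62 CPM (n = 5), and Ccl5 by 3.16 ± 0.27 (adjusted p = 7.97e-06), and Ccl17 (−3.24 ± 0.37, adjusted p = 8.93e-05) fell. In B16 tumours Cxcl9 rose by 1.68 ± 0.19 (adjusted p = 0.00142) and Ccl22 fell (−3.49 ± 0.67, adjusted p = 0.00541). Interferon-stimulated genes had 30 of 33 members higher in KPC (adjusted p = 9.09e-34, and adjusted p = 0.0231 with an estimated correlation) and 33 of 33 in B16 tumours (adjusted p = 8.98e-38, and adjusted p = 0.214 with an estimated correlation). Of the lists chosen by the study, which are not independent evidence, inflammatory cytokines and chemokines had 6 of 13 higher in KPC (7 adjusted over the list alone, adjusted p = 1.41e-06, and adjusted p = 0.0231 with an estimated correlation) and 6 of 13 in B16 tumours (adjusted p = 2.02e-05, and adjusted p = 0.214 with an estimated correlation). Suppressive and myeloid-recruiting factors had 1 higher and 3 lower of 12 in KPC, with a median of 0.06 and a mean of −0.44 that differ in sign (adjusted p = 0.273), and 1 higher and 5 lower of 12 in B16 tumours (adjusted p = 0.0748). Cytotoxic effector genes had 11 of 22 higher in KPC tumours (adjusted p = 4.95e-14, and adjusted p = 0.0231 with an estimated correlation), where NK cells were also more abundant.

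Transcripts of cells outside the CD45+ gate moved with AC484 in B16 tumours, where melanocytic genes such as Tyr (−1.87 ± 0.24, adjusted p = 0.00163) were lower in 8 of 9 cases (adjusted p = 1.43e-07, and adjusted p = 0.351 with an estimated correlation). Non-immune cells were 3.73% of kept cells against 8.79% with vehicle (exact permutation p = 0.0286, adjusted p = 0.064). In KPC tumours with AC484, carcinoma transcripts had 0 higher and 0 lower of 8 (adjusted p = 0.092), fibroblast transcripts 0 and 0 of 8 (adjusted p = 0.273), erythroid transcripts 0 and 0 of 3 (adjusted p = 0.525), and neutrophil transcripts 0 and 0 of 8 (adjusted p = 0.273). Of the target phosphatases, Ptpn1 rose in B16 tumours (0.65 ± 0.16, adjusted p = 0.015), as did Ptpn2 (0.37 ± 0.11, adjusted p = 0.028) (list adjusted p = 0.106). The Ptpn2 call was lost without vehicle replicate 1, without AC484 replicate 1 and with non-immune clusters left out. Neither Ptpn2 (adjusted p = 0.447) nor Ptpn1 (adjusted p = 0.174) passed in KPC tumours. Counts were 2476 of 11400 genes in KPC (1241 up, 1235 down) and 4355 of 13264 in B16 tumours (1824 up, 2531 down). The KPC count was 1591 after thinning, 921 without libraries under 1000 median UMIs and 1629 without AC484 replicate 2. The B16 count was 2005 without non-immune clusters and 2874 without AC484 replicate 2.

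The comparison of B16 anti-PD-1 with vehicle cannot part treatment from library processing, because all 4 anti-PD-1 libraries were counted against another gene list. In all CD45+ cells 8753 of 13322 genes differed (4361 up, 4392 down). In addition, 7 genes of at least 20 CPM in every anti-PD-1 library were at least 10 times as high as in any of the 23 other libraries. Melanocytic transcripts were lower in 9 of 9 cases at a median of −7.83 (adjusted p = 1.46e-10, and adjusted p = 0.705 with an estimated correlation), and interferon-stimulated genes had 3 higher and 11 lower of 33 (adjusted p = 0.477). Cluster 5 (Cd36, Rnasek, Lpl) held 77.5% of phagocytes of these libraries and cluster 1 99.4% of their CD8 T cells, against clusters 8 and 12 in vehicle libraries.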

Values the study reported

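The study reported 87,134 cells recovered over all conditions once a KPC tumour treated with anti-PD-1 had been set aside for low recovery, before cells were filtered on mitochondrial content. It described 16 KPC tumours, of which 5 were untreated, 5 received anti-PD-1 and 6 received AC484, and 12 B16 tumours with 4 in each condition. The final set held 68,060 immune cells.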

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

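Tests chosen only after the result was seen were those of depth and of library preparation for the phagocytes of KPC tumours, and for the interferon-stimulated genes those of phagocyte RNA, of library preparation, of depth in cells of 800 to 3000 UMIs and of thinning over the fits with at least 10 members. Of these, the quotient of CPM shares was chosen after the first phagocyte RNA test had given its value. The other tests were set before.

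In mononuclear phagocytes of KPC tumours, 1784 genes were called with AC484, in libraries that were deeper than those of vehicle. Sums thinned to the smallest total gave 961 genes (100 splits, highest other 303), which argues against depth of the sums as the whole cause. Cells of 800 to 3000 UMIs gave 435 (highest other 9), but their sums still differed in depth, so depth of single cells stays open. Of the 953 genes called higher, 17 (1.78%) had a CPM in CD8 T or NK cells at least 4 times that in phagocytes, which argues against RNA from T and NK cells. Over 1336 called genes outside the interferon and MHC lists, the AC484 effect in phagocytes and in CD8 T cells correlated at r = 0.805 in KPC tumours, and at r = 0.526 over 2065 genes in B16 tumours, where genes are not independent replicates. A difference between library preparations may therefore account for part of the count in KPC tumours and stays open, beside an effect of AC484 common to immune cells, which was not tested.

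Interferon-stimulated genes were higher with AC484 in phagocytes and CD8 T cells of both models, with medians of 1.27 and 0.92 in KPC and 1.52 and 1.60 in B16 tumours. RNA of phagocytes in the CD8 T cells is argued against, because their CPM in CD8 T cells of B16 AC484 libraries was 14.8% of that in phagocytes, against 0.728% for phagocyte transcripts, a quotient of 20.4, and the quotient was 21.3 in KPC AC484 libraries. More such RNA with AC484 cannot be told apart by the change of phagocyte transcripts in CD8 T cells, −0.017 in the median in KPC tumours, the higher of both models, since their members moved both ways. Depth of the sums is argued against in 3 of the fits, where thinning left 95.5, 99.8 and 105% of the median, but cannot be told apart in CD8 T cells of KPC tumours, where it left 60.9% over 3 members, while cells of 800 to 3000 UMIs kept 92.9 and 68.7% in phagocytes and 103 and 86.3% in CD8 T cells of KPC and B16 tumours, over 31, 33, 16 and 15 members and with 3 vehicle libraries left for CD8 T cells in KPC and 2 in B16 tumours (highest fry p = 0.0112, highest camera p with an estimated correlation = 0.0390), which argues against depth of single cells as the whole cause. A difference between library preparations cannot be told apart from AC484 treatment in this design, since 158 genes called higher in 3 classes of KPC tumours, and so chosen there, had a median of 0.77 in KPC phagocytes, 60.5% of that of the interferon-stimulated genes, and 0.22 in B16 phagocytes, 14.3% of it, which leaves open a preparation difference of another kind in B16 tumours.

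Between B16 anti-PD-1 and vehicle libraries 8753 genes were called in all CD45+ cells. A different mix of cell classes is argued against as the main source, because phagocytes alone gave 6551 called genes of 10966, 74.8% of that number. The fold changes in phagocytes and in CD8 T cells correlated at r = 0.763 over 5910 called genes, as a difference between library preparations or gene references would give. That explanation stays open and cannot be parted from anti-PD-1 treatment in this design.

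Counts of called genes were set against other splits of the same libraries, 100 splits drawn in KPC tumours and between models and all 35 in B16 tumours, the real one included. With AC484 against vehicle, only the real split gave as many in each class and model, so chance is less likely, not excluded. In KPC tumours real and highest other counts were 2476 and 328 for all cells, 1784 and 622 for phagocytes, 1046 and 444 for CD8 T cells, 281 and 49 for NK cells, 592 and 36 for dendritic cells and 71 and 30 for clusters 18 and 23. In B16 tumours they were 4355 and 0, 2672 and 1, 1617 and 15, 163 and 33, 594 and 8, and 667 and 113 in the same order. For B16 anti-PD-1 they were 8753 and 0, and for CD8 T cells of KPC AC484 against anti-PD-1 656 and 196, each reached by the real split alone, 1 of 35 and 1 of 100. With KPC anti-PD-1 against vehicle, chance could not be excluded in all cells, where 8 of 100 splits called as many as the real 8 genes (highest other 578), in CD8 T cells, where 22 did (real 1, highest other 68), or in NK cells, where 7 did (real 2, highest other 5). For phagocytes, 4 of 100 splits reached the real 75 (highest other 197). Splits that call several times the real count, as in these anti-PD-1 comparisons, point to a structure among the libraries other than the labelled groups.

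The AC484 effect differed between KPC and B16 tumours for the log2 ratio of lymphoid to myeloid cells by 1.21 (exact permutation p = 0.00594, adjusted p = 0.0297), for the B cell share by 2.20 percentage points (exact permutation p = 0.00142, adjusted p = 0.0179), for the mononuclear phagocyte share by −17.1 points (exact permutation p = 0.00507, adjusted p = 0.0297) and for the macrophage share by −25.4 points (exact permutation p = 0.00179, adjusted p = 0.0179). Without B16 vehicle replicate 4, which had the most B cells of its group, the difference in B cell share was 1.35 points (exact permutation p = 0.00284, adjusted p = 0.0346). Without B16 vehicle replicate 1 or 3 or B16 AC484 replicate 1 or 4, each left out alone, the log2 ratio (1.07 to 1.14, adjusted p = 0.068 to 0.086) and the mononuclear phagocyte share (−17.2 to −15.5 points, adjusted p = 0.066) no longer passed the exact permutation test after adjustment. The effect also differed for 1220 genes in phagocytes, where 2 of 100 splits called as many (highest other 1695). It did for 691 in CD8 T cells (1 split, highest other 573) and 68 in NK cells (1 split, highest other 32). Chance is less likely, not excluded.

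A library stood apart from its own group in 10 of 132 groups tested, and chance alone marks about 1 in 20 groups. Among B16 vehicle libraries, replicate 4 had 4.82% B cells, others 1.34 to 1.49%. The same library had the lowest percentage of barcodes over the mitochondrial limit, 10.5%, others 24.7 to 26.6%. Among KPC AC484 libraries, replicate 2 had 17.1% neutrophils, others 10.3 to 12.8%. KPC vehicle replicate 1 had 12.3% type 2 or monocyte-derived dendritic cells, others 4.82 to 6.63%. KPC anti-PD-1 replicate 2 had 29.3% monocytes, others 12.6 to 14.7%. B16 AC484 replicate 1 had 70.3% macrophages, others 63.5 to 63.7%. B16 anti-PD-1 replicate 2 had 6.82% of cells in cluster 18, others 4.20 to 4.50%. Mast cells or basophils were 0.0858% in B16 AC484 replicate 4, 0.120% in B16 anti-PD-1 replicate 2 and 0.0305% in B16 vehicle replicate 3, and 0 in the other libraries of these groups.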

How the results depend on the processing

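Alternatives added after the data had been seen were the restriction to cells of 800 to 3000 UMIs and under 5% mitochondrial UMIs and the removal of libraries with a median under 1000 UMIs per barcode, and all others were set before the data were examined. A count is described as moved where it changed by over 1.5 times, and the cause of a move was not tested unless named. Depth limits which genes could be tested in KPC tumours, where 9179, 6450 and 2154 genes were tested in phagocytes, CD8 T cells and NK cells. Over the tested genes, the smallest summed total was 553580, 84462 and 33626 UMIs in the same order.

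The direction and call of the CD8 T and NK shares held in all 10 tests with all kept cells as the denominator, which leaves the ratio as it is. With DESeq2 in place of edgeR, 16 of 21 counts stayed within 1.5 times, and 5 moved: 158 genes for all cells, 178 for phagocytes and 4 for CD8 T cells of KPC anti-PD-1, 430 for clusters 18 and 23 of B16 AC484, and 134 for NK cells between models. With DESeq2 size factors in edgeR, all 21 stayed. With thinning, which removes counts, 8 of 21 stayed and 13 moved. With AC484 in KPC tumours these were 1591 for all cells, 961 for phagocytes, 245 for CD8 T cells, 125 for NK cells, 44 for clusters 18 and 23 and 332 for dendritic cells. The rest were 4 for CD8 T cells of KPC anti-PD-1, 227 for CD8 T cells of KPC AC484 against anti-PD-1, 946 for CD8 T cells and 312 for clusters 18 and 23 of B16 AC484, and 379, 134 and 41 for phagocytes, CD8 T cells and NK cells between models. With no filter on low counts 7 of 21 moved: 209 in phagocytes, 28 in CD8 T cells and 12 in NK cells of KPC anti-PD-1, 281 in NK cells and 925 in dendritic cells of B16 AC484, 185 in clusters 18 and 23 of KPC AC484, and 108 in NK cells between models.

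With cells of 800 to 3000 UMIs and under 5% mitochondrial UMIs, limits set together that leave fewer cells and libraries, 1 of 15 counts stayed. This left 3 of 5 vehicle libraries in KPC CD8 T cells, 1 in KPC NK and 4 in KPC dendritic cells, 2 of 4 vehicle and 3 of 4 AC484 libraries in B16 CD8 T cells, 3 of 4 AC484 libraries in clusters 18 and 23 of B16 tumours, and of 4 KPC anti-PD-1 libraries 1 in CD8 T and 2 in NK cells. KPC AC484 gave 435 in phagocytes, 76 in CD8 T cells, 6 in NK cells and 44 in dendritic cells, KPC anti-PD-1 0 in phagocytes, CD8 T cells and NK cells by edgeR, and KPC AC484 against anti-PD-1 22 in CD8 T cells. B16 AC484 gave 540 in phagocytes, 143 in CD8 T cells and 31 in clusters 18 and 23, and the differences between models 370, 20 and 1 in phagocytes, CD8 T cells and NK cells. Clusters 18 and 23 of KPC and dendritic cells of B16 tumours could not be fitted in this way, nor clusters 18 and 23 with list genes in the clustering. Without libraries under 1000 median UMIs, which leaves fewer libraries, 1 of 14 counts stayed: KPC AC484 gave 921 for all cells, 791 in phagocytes, 322 in CD8 T cells, 84 in NK cells, 13 in clusters 18 and 23 and 199 in dendritic cells, KPC anti-PD-1 2 for all cells, 3 in CD8 T cells and 5 in NK cells, KPC AC484 against anti-PD-1 13, and the models differed for 500, 148 and 6 genes.

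With list genes in the clustering, 3 of 15 counts moved, to 5 in NK cells of KPC anti-PD-1, 78 in NK cells of B16 AC484 and 35 in NK cells between models. With no doublets removed, 5 of 17 moved, to 2 in CD8 T cells and 5 in NK cells of KPC anti-PD-1, 41 in NK cells of B16 AC484, 143 in clusters 18 and 23 of KPC AC484 and 12 in NK cells between models. With the low library put back, all cells of KPC anti-PD-1 gave 28, CD8 T cells 3, and KPC AC484 against anti-PD-1 371. With non-immune clusters left out, all cells gave 23 for KPC anti-PD-1 and 2005 for B16 AC484. With only the compared groups in the fit, KPC anti-PD-1 gave 0 for all cells and 0 for phagocytes by edgeR (1009 and 901 at an unadjusted p under 0.05), and 4 for CD8 T cells.

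Replicate numbers did not pair the libraries: same-numbered libraries of different groups had deviations from their group means that correlated across genes at −0.18 to 0.48 in KPC (median 0.004, 6 of 13 pairs over 0.1) and −0.18 to 0.27 in B16 tumours (median 0.0009, 2 of 10 pairs). With the replicate number as a block, 18 of 21 counts stayed within 1.5 times, and all cells of KPC anti-PD-1 gave 0 by edgeR (1462 at an unadjusted p under 0.05), CD8 T cells of KPC anti-PD-1 3 and NK cells of B16 AC484 88.

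Shares that changed direction were close to 0 and had not passed. The NK share of B16 anti-PD-1, −0.276 percentage points, was 3.13 at resolution 2, 2.05 with list genes in the clustering, 0.290 at a mitochondrial limit of 20% and 2.51 with no doublets removed. The log2 ratio of B16 anti-PD-1 was −0.21 with list genes in the clustering and −0.047 with no doublets removed. The CD8 T share of B16 anti-PD-1 was 0.083 as a difference of log2 percentages and 0.780 at the 20% limit, and that of B16 AC484 0.025 as log2 percentages.

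Leaving out 1 library at a time gave, for KPC AC484 against vehicle, 1629 to 2528 genes in all cells, 1180 to 1954 in phagocytes, 621 to 1210 in CD8 T cells, 160 to 319 in NK cells, 17 to 78 in clusters 18 and 23 and 311 to 756 in dendritic cells. For KPC anti-PD-1 the ranges were 0 to 447 in all cells, 5 to 236 in phagocytes, 0 to 3 in CD8 T cells and 2 to 4 in NK cells, and for KPC AC484 against anti-PD-1 92 to 841 in CD8 T cells. For B16 AC484 they were 2874 to 5285 in all cells, 1730 to 3139 in phagocytes, 39 to 325 in NK cells, 417 to 785 in clusters 18 and 23 and 355 to 768 in dendritic cells, and between models 613 to 1868 in phagocytes, 273 to 935 in CD8 T cells and 2 to 126 in NK cells. The CD8 T share of KPC AC484 kept its direction at 4.88 to 9.10 percentage points, with 7 of 11 values short of the unadjusted threshold. The CD8 T share differed by −2.23 to 1.11 points in B16 AC484 and −2.04 to 1.29 in B16 anti-PD-1, the NK share by −0.109 to 0.849 in KPC anti-PD-1 and −0.835 to 0.444 in B16 anti-PD-1, and the log2 ratio by −0.20 to 0.056 in B16 AC484 and −0.081 to 0.17 in B16 anti-PD-1.

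Of 443 gene list tests, called or not, 152 lost a call with an estimated correlation, a larger share of those called. With DESeq2 size factors 4 did. Of 4716 with a library left out, 159 lost and 147 gained a call. Of 16496 refits of 943 called named genes, 1999 lost their call and 22 changed direction. Cells of 800 to 3000 UMIs account for 273 lost calls and 20 changes among 454 refits. Libraries under 1000 median UMIs left out account for 199 among 457. In cells of 800 to 3000 UMIs the log2 fold changes that turned were Havcr2 −0.051 and Igfbp4 0.093 in B16 phagocytes, Birc5 −1.25 and Cd74 0.28 in KPC CD8 T cells, and Birc5 −0.79, Ccnb2 −0.62, Dusp1 0.38 and Mki67 −0.64 in those of AC484 against anti-PD-1. Others were Lag3 −0.72, Ndufa4 0.081, Nkg7 −0.27 and Tyrobp −0.57 in B16 CD8 T cells, Il1b 6.73, Kit 5.91, Pgk1 0.38, Pim1 0.40, Rab43 5.86 and Stmn1 0.97 in KPC NK cells, Cish −0.34 in clusters 18 and 23 of B16 tumours and Lag3 5.85 in NK cells between models. In the lone KPC vehicle library of these NK cells, 24 cells with 31253 UMIs, Il1b, Kit, Rab43 and Lag3 had 0 counts, which allows up to 96.0 CPM, against 58.6, 33.6, 32.6 and 33.6 CPM with AC484. Their fitted values there depend on the prior count, and neither a size nor a direction can be read from them, nor from Stmn1 with 1 count. With non-immune clusters left out, Slc45a2 was 0.0065 in all cells of B16 AC484, and Ptpn2 was −0.0079 in those of B16 anti-PD-1.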

Other observations

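The comparisons below were chosen after the data had been seen, except that the named genes follow the preset rule. Socs1, a feedback inhibitor of cytokine signalling through JAK kinases, rose by 1.03 ± 0.21 in KPC (adjusted p = 0.00252) and 1.76 ± 0.24 in B16 phagocytes (adjusted p = 0.00107), while the growth regulator Myc changed by −0.88 ± 0.17 (adjusted p = 0.00166) and −1.38 ± 0.25 (adjusted p = 0.00292). In CD8 T cells, Cxcr3, a receptor for Cxcl9 and Cxcl10, rose by 1.36 ± 0.29 in KPC (adjusted p = 0.00229) and 2.21 ± 0.28 in B16 tumours (adjusted p = 4.63e-05), and Ccr2, a receptor for Ccl2, by 1.19 ± 0.28 (adjusted p = 0.00531) and 2.29 ± 0.32 (adjusted p = 0.000113).

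In dendritic cells of B16 tumours, Cd70 and Tnfsf4, which encode ligands of the costimulatory receptors CD27 and OX40, changed with AC484 by −4.21 ± 0.66 (adjusted p = 0.00151) and −2.91 ± 0.44 (adjusted p = 0.0012). Migratory dendritic cells there were 0.982% of named immune cells against 4.48% with vehicle (exact permutation p = 0.0286, adjusted p = 0.064). MHC class II genes were lower in NK cells of KPC tumours, 3 of 4 at a median of −1.02, H2-Ab1 by −1.58 ± 0.30 (list adjusted p = 0.00485, and adjusted p = 0.478 with an estimated correlation), a call that was lost without vehicle replicate 1. Within 800 to 3000 UMIs, where 1 vehicle library was left, none of 5 was called, at a median of −0.55. Dendritic cells, which express these genes at a high level, were 5.10% of immune cells in the AC484 and 11.4% in the vehicle libraries. B cells of B16 tumours were 0.383 ± 0.251% with AC484 and 2.27 ± 1.70% with vehicle (exact permutation p = 0.0286, adjusted p = 0.064), a difference of −1.88 points that was −1.03 without vehicle replicate 4. Monocytes of KPC tumours were 17.8 ± 7.68% with anti-PD-1 and 9.06 ± 3.90% with vehicle (exact permutation p = 0.0317, adjusted p = 0.0691), a difference of 8.77 points that was 4.96 without anti-PD-1 replicate 2 (exact permutation p = 0.0714). Neither passed the correction.

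KPC vehicle replicate 1 and KPC anti-PD-1 replicate 5 shared 40 cell barcodes, where 6.21 were expected of independent draws from the barcode list of the kit, whose size was assumed, 6.44 times as many. The next pair shared 2.36 times the expected number.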
